A study of Homo sapiens with 4 samples. Its data were reported in "Biphasic Regulation of Mesenchymal Genes Controls Fate Switches During Hematopoietic Differentiation of Human Pluripotent Stem Cells" (2020).

How the data were processed

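RNA was measured in CD31+ cells derived from H1 cells at day 8 of hematopoietic differentiation, in 2 Control and 2 HAND1_OE libraries prepared from total RNA with an Illumina TruSeq kit. Groups were taken from the sample titles. The authors deposited a single table with a value for each gene and library, whose unit is not stated in it. The deposited values were taken to be FPKM because the study plots that unit for these cells and the values are not whole and sum to different totals. FPKM divides the fragments of a gene by its transcript length and by the depth of the library. The aligner, the program that estimated the values, their versions and any scaling between libraries are not stated per the labels, and sequencing was done by a company. In each library 667 to 681 genes had a value above 0 but under 0.0001 FPKM, less than a single fragment gives, so reads were divided between genes by an estimate. Genes that most cells use, such as SLC25A6, were listed at 0 in all libraries in the rows analysed. A value of 0 therefore does not show that a gene was silent.

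The table had 58365 rows, whose coordinates match GRCh38 and count starts from 0; starts are given here counted from 1. Of these rows, 55723 matched a GENCODE release 29 gene by versioned ID and 58102 by ID alone. The 45 rows for Y copies of pseudoautosomal genes were left out, and where several rows shared a gene ID (91 further rows) the row with the highest mean was kept. Gene type, transcript length and GC content came from that release, which may not be the annotation the authors used. Since FPKM holds no counts, no interval from counting error can be given. Relative depth was read from low values of single-exon genes with a single transcript, as the most common ratio between a library and Control replicate 1, which is what a single fragment in each would give.

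Values were analysed as log2(FPKM + 1) for genes with at least 1 FPKM in at least 2 libraries. HAND1_OE was compared with Control in limma 3.58.1 (R 4.3.3) with a mean-variance trend, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. All adjusted p-values for single genes are from this test, which is two-sided. With 2 libraries per group an exact permutation test cannot reach 0.05, since groups lie apart by chance in 33.3% of cases. Gene sets were tested with camera in limma, with a preset correlation of 0.01 between genes, adjusted over all 27 lists. The tests, the gene lists, the rule for named genes and all alternatives but those named below as added were fixed before the data were examined. The lists were written from general knowledge and are not the mesenchymal list of the study; all members matched a gene of the table. HAND1 was left out of every list because it is the overexpressed gene. The design had stated this for the mesenchyme list, and it was extended to the others after the table was read. With HAND1 kept, the trophoblast and amnion list had a median of 0.63 over 11 genes and an adjusted p = 1.17e-05, and the mesenchyme list a median of 0.058 over 137 genes and an adjusted p = 0.0183.

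Named genes follow a rule: HAND1, 16 genes that the study measured or screened, and the 8 largest rises and 8 largest falls. The rises and falls were taken among genes with an adjusted p under 0.05, both HAND1_OE libraries on the same side of both Control libraries, and a mean of at least 5 FPKM in the higher group. From each list, up to 3 called members with the largest changes are named. A gene among the 8 largest falls is not reported here. Genes named outside this rule were chosen after their values were seen.

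The same code was tested on simulated data over 14622 genes, with 200 genes changed in each of 20 draws. With the spread of each gene drawn from the distribution that limma fitted, 65.1% of changed genes were recovered and 5.13% of calls were false on average. With each gene simulated at its own moderated spread, 88.2% were recovered, but the false share averaged 8.40% and ranged from 2.72% to 15.1% between draws. Where true spreads are like the latter, the share of false calls exceeds the threshold of 0.05. In that setting, 66.0% of genes with a log2 change of 1 were recovered, and no smaller change was simulated. With no gene changed, 10 of 20 draws had a call, and none had more than 4. The mesenchyme list, shifted by 0.3, was called in 20 of 20 draws, and on average 0.1 of 18 unshifted lists was called. Its median in the data was 0.052, so this does not show the power for a shift of that size. Genes were simulated as independent, so these list results do not cover correlation between genes.

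Alternatives were a pseudocount of 0.1, a test of all genes above 0, a filter of 1 FPKM in every library, quantile normalization, median-ratio scaling, limma without the trend, the replicate number as a block, each library left out, other set tests (fry, camera with an estimated correlation, and fgsea 1.28.0) and a threshold that adds a fold change of at least 2. Added after the data were seen were protein-coding genes alone and removal of each library's trend on transcript length and GC content, with and without the block, and for the other 25 lists the set tests besides camera.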

Results

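The transcriptome of CD31+ cells derived from H1, an established human embryonic stem cell line, was profiled by RNA sequencing at day 8 of hematopoietic differentiation. CD31 (PECAM1) is a surface protein of endothelial cells and of many early blood cells. Cells that overexpressed the transcription factor HAND1 (HAND1_OE, 2 libraries) were compared with cells that did not (Control, 2 libraries). The deposited values were taken to be FPKM, the unit the study plots for these cells, which is fragments scaled to the length of the transcript in kilobases and to the mapped fragments of the library, so the counts behind a value are unknown. FPKM summed to 606623 in Control replicate 1, 536299 in Control replicate 2, 578928 in HAND1_OE replicate 1 and 545613 in HAND1_OE replicate 2. Between 13989 and 14542 genes reached 1 FPKM in a library. The step that a single fragment adds to low single-exon genes gave depths relative to Control replicate 1 of 0.988, 1.19 and 1.03 for the other libraries in the same order, from 260 to 326 genes at the peak of each comparison. Mitochondrially encoded genes held 7.46% to 8.93% of the FPKM of a library.

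The overexpressed gene was examined first. HAND1 (ENSG00000113196.2, GRCh38 chromosome 5, 154474972 to 154478264) was at 13.2 ± 1.59 FPKM (SD, n = 2) in Control and 519 ± 2.17 FPKM (SD, n = 2) in HAND1_OE. The log2 fold change was 5.20 (standard error 0.152) with a limma adjusted p = 0.00145, and both HAND1_OE libraries lay above both Control libraries, in which HAND1 was at 12.1 and 14.3 FPKM. Fold changes here and throughout are differences of log2(FPKM + 1), which understate the change of low genes. The alternative that moved its adjusted p most was to test each gene above 0 in any library, which left the fold change at 5.20 with a limma adjusted p = 0.153. The values do not separate transcripts of the introduced gene from those of the endogenous locus.

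The next comparison asked which genes changed with HAND1. Of 14622 genes tested, 299 were higher and 309 were lower in HAND1_OE at a limma adjusted p under 0.05. These 608 calls make up 4.16% of the genes tested. In all of them both HAND1_OE libraries lay on the same side of both Control libraries, which a small p with 2 libraries per group nearly forces. Of all genes tested 46.3% did so, where 33.3% are expected by chance. Of the alternatives on filter, pseudocount and scaling, the filter moved these counts most: with each of the 29860 genes above 0 in any library tested, 0 genes were called in either direction, while 1458 were higher and 2352 lower at an unadjusted p under 0.05. With a fold change of at least 2 required as well, 264 were higher and 279 lower. Across all genes tested the median log2 fold change was -0.078.

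**Figure D1:**
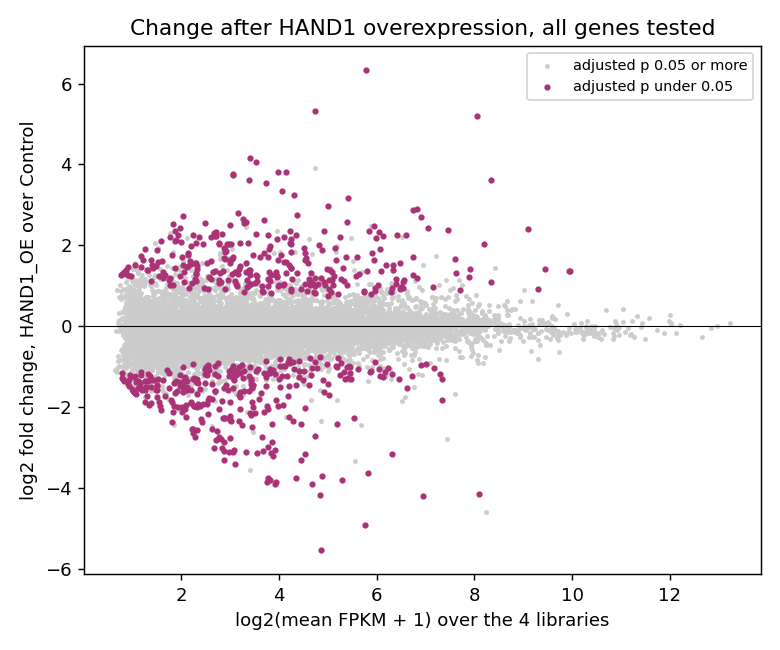
Log2 fold change (HAND1_OE over Control) on the vertical axis against the log2 of the mean FPKM plus 1 over the 4 libraries on the horizontal axis, with each gene tested as a point and coloured points at a limma adjusted p under 0.05. The 299 genes called higher and 309 called lower lie on both sides of a dense band around 0.

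Genes with the largest rises included several that were almost silent in Control. BARHL1 (ENSG00000125492.9, chromosome 9, 132582185 to 132590266) went from 0.115 ± 0.0231 to 19.05 ± 3.49 FPKM (SD, n = 2), a log2 fold change of 4.16 (standard error 0.202, adjusted p = 0.00379). KCNIP4 (chromosome 4, 20728616 to 21948799) rose from 0.303 ± 0.0469 to 20.7 ± 1.77 FPKM (log2 fold change 4.06) and SPP1 (chromosome 4, 87975650 to 87983426) from 1.23 ± 1.21 to 28.2 ± 2.70 FPKM (3.82). PPARG (ENSG00000132170.19, chromosome 3, 12287368 to 12434356) rose from 1.36 ± 0.588 to 31.7 ± 5.35 FPKM (3.81) and OBP2A (chromosome 9, 135546139 to 135549969) from 0.108 ± 0.00631 to 14.6 ± 6.37 FPKM (3.75). LCN1 (chromosome 9, 135521438 to 135526532) was listed at 0.380 and 0 FPKM in the Control libraries and at 74.1 and 28.4 FPKM in the HAND1_OE libraries. XAF1 (chromosome 17, 6755447 to 6775647) was listed at 0 and 0.295 FPKM in Control and at 15.9 and 12.96 FPKM in HAND1_OE. OBP2A and LCN1 have near-identical copies, so their values are uncertain. The processed pseudogene USMG5P1 (chromosome X, 74173890 to 74174066) was listed at 0 in both Control libraries and at 34.6 and 183 FPKM in HAND1_OE, and its transcript of 177 nt makes that value uncertain.

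Genes of red blood cells made up most of the largest falls. GYPB (ENSG00000250361.7, chromosome 4, 143996104 to 144019345) fell from 105 ± 28.7 to 2.41 ± 0.0545 FPKM (SD, n = 2), a log2 fold change of -4.93 (standard error 0.219, adjusted p = 0.00335). HBE1 (chromosome 11, 5268345 to 5505617) went from 235 ± 85.0 to 11.5 ± 0.521 FPKM (log2 fold change -4.19) and HBG2 (chromosome 11, 5253190 to 5645789), which it overlaps, from 514 ± 90.8 to 27.9 ± 5.19 FPKM (-4.15). ALAS2 (chromosome X, 55009055 to 55031064) went from 53.6 ± 25.9 to 1.85 ± 0.0350 FPKM (-4.18) and HBZ (chromosome 16, 152687 to 154503) from 46.8 ± 15.7 to 2.12 ± 0.185 FPKM (-3.90). GATA1 (ENSG00000102145.13, chromosome X, 48786554 to 48794311) fell from 27.6 ± 2.83 to 1.02 ± 0.682 FPKM (-3.86). The globin genes and GYPB belong to families of near-identical copies, so the division of reads within each family is uncertain. COX7CP1 (chromosome 13, 49187479 to 49187670), a processed pseudogene with a transcript of 192 nt, was listed at 89.4 and 22.9 FPKM in Control and at 0 in both HAND1_OE libraries.

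The study's question about mesenchymal genes was addressed first through single genes that it had measured or screened. For HAND1 overexpression itself the study named FN1, FOXD1 and GATA4 as raised, and it named the other genes in other contexts. All of FN1, FOXD1 and GATA4 were higher in HAND1_OE here, though GATA4 did not pass over all genes. Of these 16 genes, 14 were tested. Of the 14 that passed the filter on low values, 2 had a limma adjusted p under 0.05 over all genes tested and 5 had one adjusted over the list alone. FN1 (ENSG00000115414.18, chromosome 2, 215360440 to 215436172) rose from 557 ± 23.7 to 1440 ± 245 FPKM (SD, n = 2; log2 fold change 1.36, standard error 0.198, adjusted p = 0.028). FOXD1 (ENSG00000251493.4, chromosome 5, 73444827 to 73448527) rose from 2.61 ± 0.278 to 35.0 ± 16.2 FPKM (log2 fold change 3.24, standard error 0.325, adjusted p = 0.0104). GATA4 (chromosome 8, 11676959 to 11760002) was at 47.6 ± 6.66 FPKM in Control and 73.9 ± 1.60 FPKM in HAND1_OE, a log2 fold change of 0.63 that did not pass over all genes (adjusted p = 0.110) but passed over the list alone (adjusted p = 0.0303). SNAI1 (chromosome 20, 49982999 to 49988886) went from 11.3 ± 1.31 to 20.5 ± 0.262 FPKM, a log2 fold change of 0.81 with adjusted p-values of 0.0568 over all genes and 0.0122 over the list alone. ZEB2 moved the other way, by -0.65, with adjusted p-values of 0.140 and 0.0349. MSX2 (-0.70), NRP1 (-0.71), OCLN (-0.54), EPCAM (-0.39), BMP2 (0.31), TBX20 (0.09), SNAI2 (0.06), CDH1 (0.05) and TWIST1 (-0.06) passed under neither adjustment. EOMES and OVOL2 were not tested, since EOMES averaged 1.28 FPKM in Control and 0.511 FPKM in HAND1_OE, and OVOL2 0.444 and 0.635 FPKM. Of the alternatives on filter, pseudocount and scaling, the test of all genes above 0 moved the count most, and under it 0 of the 16 passed and 5 had an unadjusted p under 0.05. FN1 did not pass once a trend on transcript length and GC content was removed (log2 fold change 1.28, adjusted p = 0.0661). ZEB2 passed in that setting, downward (log2 fold change -0.72, adjusted p = 0.0489). SNAI1 passed over all genes after quantile normalization (adjusted p = 0.0456), after median-ratio scaling (0.0480) and with protein-coding genes alone (0.0374). It did not pass with a pseudocount of 0.1 (0.0602) or 1 FPKM in every library (0.0547). Nor did it without the limma trend (0.0703) or with the length and GC trend removed (0.0746). With the replicate number as a block, GATA4 (0.0384), SNAI1 (0.0325) and ZEB2 (0.0486) passed over all genes.

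**Figure D2:**
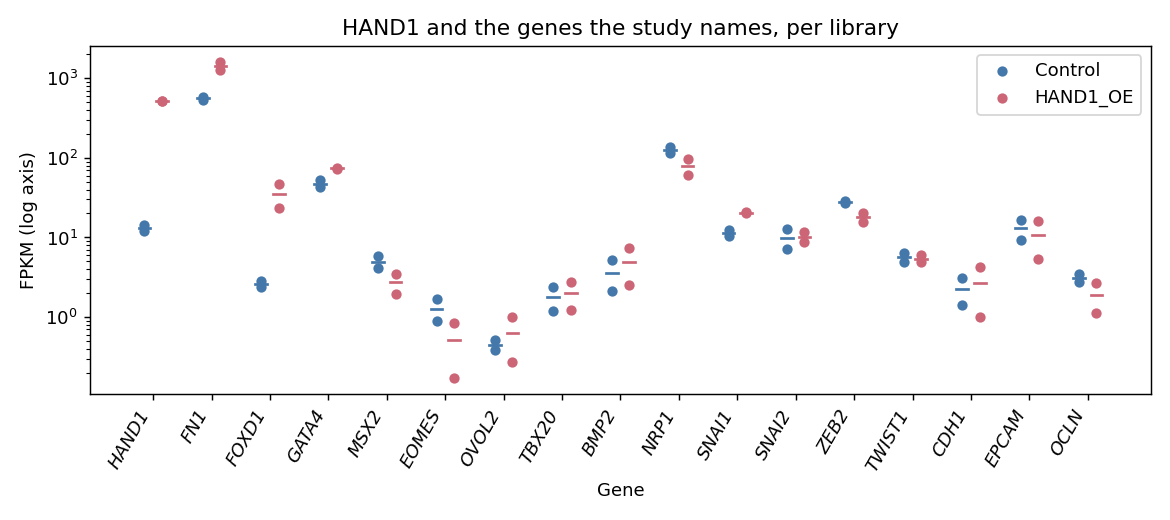
FPKM on a log axis for HAND1 and the 16 single genes, with a point for each library and a bar at the mean of each group of 2. HAND1, FN1 and FOXD1 lie clearly higher in HAND1_OE, while the groups overlap for genes such as BMP2, CDH1 and EPCAM.

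Lists of genes were then compared as sets with camera, with HAND1 left out of each list. The mesenchyme list (136 genes tested) had a median log2 fold change of 0.05, with 75 members higher and 61 lower, and an adjusted p = 0.0335 in the upward direction. Of its members, 11 were called higher and 7 lower. The largest changes were those of FOXD1, WNT5A (log2 fold change 2.59) and WT1 (2.57). The list passed with fgsea (adjusted p = 0.00444) but not under fry (adjusted p = 0.482) or with an estimated correlation (adjusted p = 0.488). With all genes above 0 tested its median was 0.014 (adjusted p = 0.173). Without HAND1_OE replicate 2 the median was -0.085, so a single library decides its sign. It was 0.0017 without Control replicate 1, 0.10 without Control replicate 2 and 0.092 without HAND1_OE replicate 1. The list shares 12 tested genes with the hematopoiesis list, and with these left out of both its adjusted p was 0.0412.

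The hematopoiesis list (103 genes tested) had a median log2 fold change of -0.22 and an adjusted p = 0.00126 in the downward direction, with 34 members higher and 69 lower. Its members with the largest changes were GATA1, KLF1 (-3.84) and RUNX1 (-3.22). Under fry the adjusted p was 0.0792 and with an estimated correlation 0.426. With genes at 1 FPKM or more in every library the median was -0.16 and the adjusted p = 0.073. The median was -0.12 with all genes above 0 tested (adjusted p = 0.0117) and -0.14 after median-ratio scaling (adjusted p = 0.000795).

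Among the other 25 lists, 9 had a camera adjusted p under 0.05. The 4 blood lineage lists fell furthest. Their median log2 fold changes were -3.80 for erythroid (16 genes, adjusted p = 1.91e-19), -2.39 for myeloid (10 genes, adjusted p = 3.71e-08), -1.57 for megakaryocyte (13 genes, adjusted p = 1.12e-09) and -1.34 for pan-hematopoietic genes (25 genes, adjusted p = 1.14e-16). With all genes above 0 tested, which adds members with low values, the myeloid median was -0.74 (adjusted p = 3.97e-06), and with a pseudocount of 0.1 the megakaryocyte median was -2.81 (adjusted p = 3.66e-09). Megakaryocyte genes were led by NFE2 (-3.76), ITGA2B (-3.62) and ITGB3 (-3.07), and myeloid genes by AIF1 (-3.17), TYROBP (-3.11) and MS4A3 (-3.09). Of the 11 lists past the threshold with camera, these 4 also passed under fry, and 0 passed with an estimated correlation, where the smallest adjusted p was 0.282 and 2 of the 27 lists had an unadjusted p under 0.05. With 2 libraries per group that correlation is itself poorly determined, so a failure under it decides little. Of the tested genes of these lists, the hematopoiesis list also holds 13 pan-hematopoietic, 2 erythroid, 2 myeloid and 1 megakaryocyte gene.

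Smaller changes made up the rest of the 9. The trophoblast and amnion list rose by a median of 0.56 (10 genes, adjusted p = 0.000581), led by POSTN (1.97), EPAS1 (1.37) and TFAP2A (1.13). Its median was 0.24 without Control replicate 1, 0.99 without Control replicate 2 and 0.85 without HAND1_OE replicate 2, and 3 of its genes are also in the mesenchyme list. With all genes above 0 tested its median was 0.035 (adjusted p = 0.0117), so most of its size rests on the filter. The fibroblast and stroma list rose by 0.33 (21 genes, adjusted p = 0.000374), led by POSTN and FBN1 (1.55), while ELN fell (-1.42), and the median of the list was 0.16 with all genes above 0 tested (adjusted p = 0.000687). TGF-beta targets rose by 0.12 (28 genes, adjusted p = 0.0196), with TGFBI at 2.69, LTBP2 at 2.02 and JUNB at -1.31, and by 0.030 without Control replicate 2 and 0.21 after median-ratio scaling (adjusted p = 0.0318). After quantile normalization this list did not pass (adjusted p = 0.0669). Dissociation and immediate early genes had a median of -0.40 (22 genes, adjusted p = 0.000407), with JUNB and ZFP36 (-1.10) called lower. Their median was -0.21 without Control replicate 2 and -0.61 without Control replicate 1. Pluripotency genes had a median of -0.62 (12 genes, adjusted p = 0.0412), with GDF3 (-1.96) called lower, and their median was -0.18 without HAND1_OE replicate 1 and -0.27 with all genes above 0 tested (adjusted p = 0.00369). With 1 FPKM in every library they did not pass (median -0.38, adjusted p = 0.146).

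The remaining 16 lists did not pass. Notch targets (-0.46) and the neural list (0.31) came nearest, each with an adjusted p = 0.0844. Medians were -0.33 for venous endothelial, -0.28 for arterial endothelial, -0.25 for endothelial, -0.26 for BMP targets, -0.23 for integrated stress response, -0.16 for hypoxia and glycolysis, -0.13 for Wnt targets, -0.12 for proliferation, -0.089 for smooth muscle and pericyte, -0.047 for interferon response and -0.011 for p53 targets. Epithelial (0.029), cardiac muscle (0.0053) and mitochondrially encoded genes (0.0030) had medians close to 0. Notch targets and the arterial endothelial list passed after quantile normalization (adjusted p = 0.0317 and 0.0395), Notch targets also with all genes above 0 tested (median -0.54, adjusted p = 0.0245), and the neural list with 1 FPKM in every library (adjusted p = 0.0296).

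Single libraries moved 14 of these 16 medians. The sign changed for 7 lists: Wnt targets (0.052 without Control replicate 2), cardiac muscle (-0.40 without Control replicate 1), p53 targets and smooth muscle and pericyte (0.035 and 0.026 without HAND1_OE replicate 1), and epithelial, mitochondrially encoded and proliferation (-0.45, -0.13 and 0.0077 without HAND1_OE replicate 2). Another 7 moved by over 1.5 times: BMP targets and venous endothelial (-0.17 and -0.17 without Control replicate 1), hypoxia and glycolysis, interferon response and neural (-0.082, -0.28 and 0.58 without Control replicate 2), integrated stress response (-0.14 without HAND1_OE replicate 1) and arterial endothelial (-0.65 without HAND1_OE replicate 2).

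Single members still changed in some of these lists. Within the endothelial list CLDN5 (chromosome 22, 19523024 to 19527545) fell from 75.5 ± 13.3 to 14.7 ± 0.659 FPKM (SD, n = 2; log2 fold change -2.27, adjusted p = 0.00700) and MYCT1 fell (-1.31), whereas VWF (chromosome 12, 5948874 to 6124770) rose from 22.99 ± 11.8 to 101 ± 8.14 FPKM (2.18, adjusted p = 0.0338). In the cardiac muscle list MYL4 (-3.80) and HAND2 (-2.02) fell and BMP10 rose (1.49). Other called members were PDGFRB (2.03), VEGFA (1.36), SLC2A3 (-1.17), CEBPB (-1.24), CHAC1 (-1.15), HEY2 (-1.19), NES (1.16) and CCND1 (0.85).

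**Figure D3:**
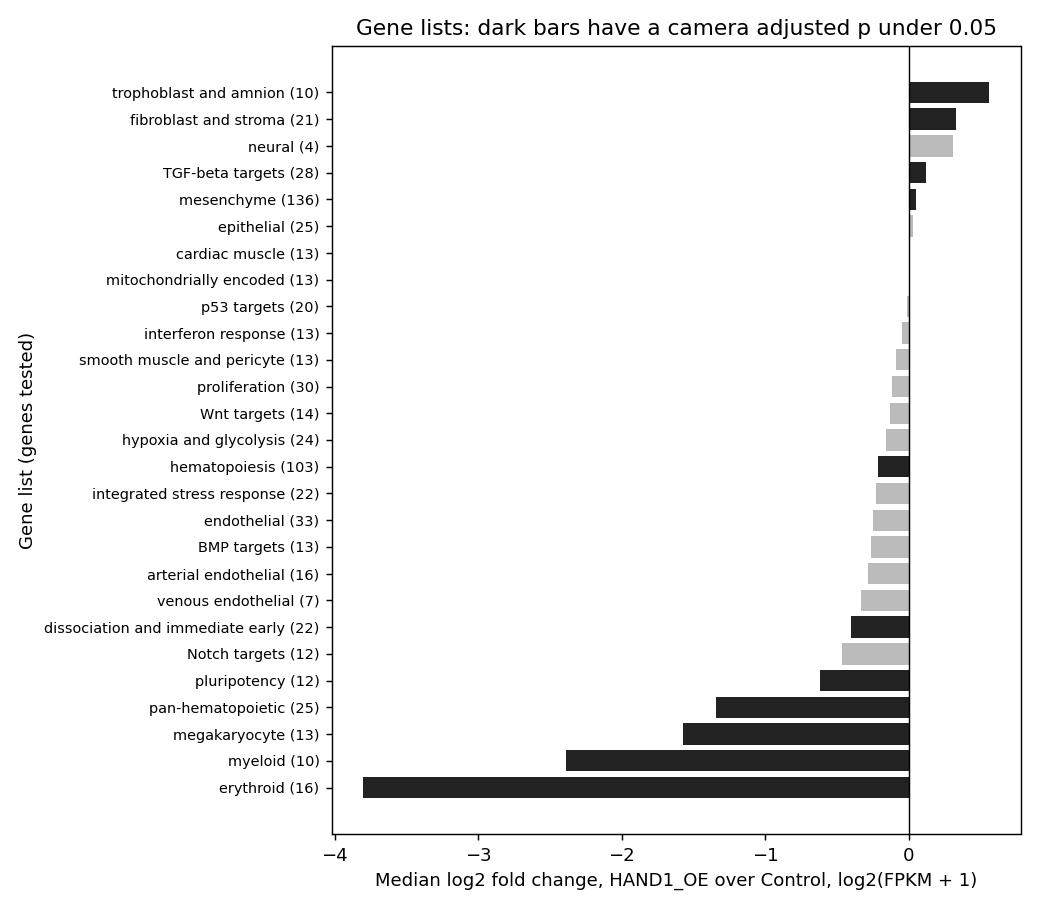
Median log2 fold change (HAND1_OE over Control) of each of the 27 gene lists on the horizontal axis, with the number of genes tested after each name and dark bars for lists with a camera adjusted p under 0.05. The erythroid, myeloid, megakaryocyte and pan-hematopoietic lists extend furthest below 0, down to -3.80, and the mesenchyme bar is at 0.05.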

Values the study reported

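The study took 183 mesenchymal genes from a public gene set on mesenchymal development for its comparisons.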

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

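The test of length and GC content as a source of the shared deviations was chosen only after the result was seen. The alternatives planned for count tables were not run because the table holds FPKM. With all 29860 genes above 0 in any library tested, HAND1 kept its log2 fold change of 5.20 but its adjusted p was 0.153, 0 genes were called higher, 0 were called lower and 0 of the 16 single genes passed (5 at an unadjusted p under 0.05). At an unadjusted p under 0.05, 1458 genes were higher and 2352 lower. The prior degrees of freedom that limma estimated fell from 3.61 to 1.32 when the low genes entered, and more genes were adjusted for. In the other alternatives with a test, HAND1 stayed past the threshold, with adjusted p-values from 0.000228 to 0.00797, and 264 to 369 genes were higher and 233 to 421 lower in the fits with no block. Each of the 299 and 309 calls kept its direction in the 4 fits that left out a library, which follows from groups that lie apart.

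The replicate numbers come with no statement that they mark a shared batch. Across genes, the difference between replicates 1 and 2 in Control correlated with that in HAND1_OE (Pearson r = 0.38, Spearman rho = 0.52), and the second principal component (27.6% of the variance) separated the numbers, the first (60.2%) the groups. With 2 libraries per group this rests on a single pair of differences. With the replicate number as a block, 597 genes were higher and 712 lower, and 5 of the 16 single genes passed: FN1, FOXD1, GATA4, SNAI1 and ZEB2. Of the 299 and 309 calls, 297 and 306 were among them. The block with the length and GC trend removed gave 645 higher, 769 lower and 6 single genes, NRP1 being the addition and FN1 among them (adjusted p = 0.0137). After that removal the correlation was 0.33, which argues against a length and GC bias as its whole cause. Of the 3 splits of the 4 libraries into pairs, the real groups gave 608 calls, with 2551 genes at an unadjusted limma p under 0.05. The split by replicate number gave 1 call, with 1279 such genes, and the remaining split 3 calls, with 65. Outside the real split, each side holds a Control and a HAND1_OE library, so the group difference enters the spread. Few calls are then nearly forced, and the contrast does not measure the share of false calls.

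The mesenchyme list was past the threshold in some settings and not in others. Its median and adjusted p were 0.014 and 0.173 with all genes above 0, 0.059 and 0.0682 with 1 FPKM in every library, 0.092 and 0.0752 after quantile normalization, and 0.14 and 0.0586 after median-ratio scaling. With the median unchanged at 0.052, fry gave 0.482 and an estimated correlation 0.488, while fgsea gave 0.00444. Across the 4 fits that each left out a library the median ranged from -0.085 to 0.10, and it was negative without HAND1_OE replicate 2. The cause was not tested. The hematopoiesis list stayed negative in each setting. Its adjusted p rose to 0.073 with 1 FPKM in every library (median -0.16, fewer genes tested), 0.0792 under fry and 0.426 with an estimated correlation (both at the median of -0.22), and was 4.69e-09 with fgsea.

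With camera at the preset correlation, between 8 and 10 of the other 25 lists passed in each tested setting. Under fry 4 passed, with fgsea 7 and with an estimated correlation 0, where 2 of all 27 lists had an unadjusted p under 0.05. The 55 single genes and lists outside these results, the lists with camera at that correlation, gave 537 tested values, of which 490 kept direction and side of the threshold, 25 no longer passed, 15 newly passed and 7 changed direction. The test of all genes above 0 accounts for 18 of the 25. For lists the direction is that of camera, not of the median. Where the direction changed, the adjusted p-values in those settings were far from the threshold, from 0.835 to 0.996. TWIST1 changed direction after quantile normalization (0.044) and after median-ratio scaling (0.0088). The cardiac muscle list did so with all genes above 0 (0.028) and with block and trend removal (-0.049). The epithelial list did so after median-ratio scaling (0.065), and neural (-0.019) and Wnt targets (-0.088) with all genes above 0. In the main test the neural list was near the threshold (adjusted p = 0.0844). It passed with 1 FPKM in every library (adjusted p = 0.0296). Pluripotency lost its call in 5 of all the tested settings, with adjusted p-values from 0.0504 to 0.146. It also lost it under fry (0.251), with an estimated correlation (0.773) and with fgsea (0.0522). FPKM limits all of this, since the counts behind a value, and hence its counting error, are not known.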

Other observations

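The tests on loss of blood-like cells as a cause of the mesenchymal rise, on short transcripts, on pseudoautosomal genes and on neighbouring genes were chosen only after the results were seen.

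All blood lineage lists fell together. The pan-hematopoietic, erythroid, megakaryocyte and myeloid lists each fell with camera, which is 4 of 4, while the endothelial list did not pass (median -0.25, adjusted p = 0.513). Some abundant endothelial genes, chosen after their values were seen, differed by less than their spread: CDH5 was at 241 and 269 FPKM, KDR at 270 and 259 FPKM and PECAM1 at 118 and 126 FPKM in Control and HAND1_OE. PECAM1 encodes CD31, on which the cells were selected, so its steady level may come from that selection. Other members of the list were not steady. In it 4 genes were called lower, among them CLDN5 (log2 fold change -2.27) and MYCT1 (-1.31), and 1 higher, VWF (2.18). The joint fall of the blood lists leaves fewer blood-like cells among the sorted CD31+ cells open, as a hypothesis. By flow cytometry, the study found a lower percentage of CD43+ blood progenitors when HAND1 was overexpressed. It did not state that share for the sorted CD31+ cells, so it bears on the hypothesis without settling it for these libraries. Of the 25 pan-hematopoietic genes tested, 13 are also in the hematopoiesis list, so these lists are not independent. Lower expression within each cell would also lower these genes, and bulk libraries cannot separate it from a change in cell numbers.

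Fewer blood-like cells would raise the share of all remaining cells, and with it the genes of those cells by the same factor. Of the 31 tested endothelial list genes in no blood list, 28 rose less than FN1, or fell, by more than 2 standard errors of the difference, a comparison that a common scaling of a library leaves almost unchanged. This argues against a changed share alone as the source of the rises of FN1 (log2 fold change 1.36) and FOXD1 (3.24). Contaminating stromal or smooth muscle cells would bring their abundant transcripts. The fibroblast and stroma list rose, but the smooth muscle and pericyte list did not pass (median -0.089, 6 genes higher and 7 lower, so the median decides little). The camera direction of the latter was upward, with a mean log2 fold change of 0.20 and an adjusted p = 0.513. Among abundant stromal transcripts, chosen after their values were seen, COL1A1 (log2 fold change -0.23), COL1A2 (-0.82), TAGLN (-0.42) and ACTA2 (0.13) did not pass, while SPARC (1.37) did. The fibroblast and stroma list had 5 members called higher, among them POSTN (1.97) and FBN1 (11.4 to 35.1 FPKM), and 1 called lower, ELN (-1.42). In the smooth muscle and pericyte list PDGFRB was called higher (6.51 to 29.3 FPKM) and 0 members lower. COL1A1 was at 84.8 and 72.0 FPKM and COL1A2 at 148 and 84.7 FPKM in Control and HAND1_OE, whereas FN1 rose from 557 to 1440 FPKM, which argues against added stromal cells that carry those collagens. A change of the CD31+ cells themselves stays open as a hypothesis, since a stromal cell type with little COL1A1 was not tested. The study gave other evidence for such a change: it found HAND1 bound at the promoters of FN1, FOXD1 and GATA4. It also found that a TGF-beta inhibitor no longer lowered these genes once HAND1 was overexpressed. These libraries test neither.

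Some technical explanations bear on the changes as a whole. Were HAND1 induced with doxycycline, which the labels do not say, a response to it through mitochondrial translation would raise the integrated stress response list. That list did not rise (median -0.23, -0.14 without HAND1_OE replicate 1, adjusted p = 0.513). Across genes, log2 fold change had a Spearman correlation of 0.081 with transcript length, too little for a length bias to be the main source. The dissociation and immediate early list moved as a set (median -0.40, -0.21 without Control replicate 2 and -0.61 without Control replicate 1), so a dissociation or sorting stress that differed between groups may contribute. Under fry its adjusted p was 0.156 and with an estimated correlation 0.488, and 2 of its 22 genes were called. Fewer blood-like cells could also lower this list, which was not tested.

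Pseudogenes at the extremes of the ranking invite caution. COX7CP1 and USMG5P1 were at 0 in all libraries of a group and reached 89.4 and 183 FPKM in the other, while their parent genes COX7C (487 to 745 FPKM) and USMG5 (285 to 513 FPKM) were present in every library. Of the 96 tested genes with a transcript under 300 nt, 37.5% were at 0 in a library and at 5 FPKM or more in another, against 0.131% of the 14498 longer genes. A few fragments on transcripts shorter than a fragment are a candidate explanation for such switches. The pseudogene AP000763.2 shows the same within a group, at 0 in HAND1_OE replicate 1 and 326 FPKM in replicate 2.

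The pseudoautosomal genes, which lie on both X and Y, were at or close to 0 in the rows for their X copies. Of 18 protein-coding ones, 0 had a mean of at least 1 FPKM and 15 were listed at 0 in all 4 libraries, against 62.5% of the 19770 other protein-coding genes with a mean of at least 1 FPKM. Of the 18, SLC25A6 was at 0 in all libraries and CD99 at 0.0458 FPKM in HAND1_OE replicate 2 and 0 in the others. Reads shared between the X and Y copies, discarded as mapping to both, are a candidate explanation. The rows for the Y copies were left out, so these values do not show whether the reads are listed there. The blood cell receptor genes CSF2RA and IL3RA are therefore not measured by the rows analysed here.

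Genes called in the same direction lay next to each other more often than permuted calls. There were 28 neighbouring pairs among genes called higher, against 6.02 on average over 10000 permutations. After pairs closer than 5 kb were left out, 15 remained against 3.68 (permutation p = 0.0001, one-sided, the smallest these permutations can give), which argues against closely spaced genes that share reads as the whole source. For genes called lower, 18 pairs remained against 3.95. Among those higher, LCN1, OBP2A and PAEP form a run on chromosome 9 from 135521438 to 135566955, with log2 fold changes of 3.75 for OBP2A and 1.90 for PAEP and no fold for LCN1, which was listed at 0 in a Control library. PAEP was named after its values were seen. The permutation treats genes as independent, and gene families arrayed side by side may contribute, which was not tested.

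HAND2, which is related to HAND1, fell from 36.1 ± 0.970 to 8.17 ± 1.31 FPKM (SD, n = 2), and the adjacent HAND2-AS1 from 6.72 ± 0.188 to 1.64 ± 0.462 FPKM. HAND2-AS1 overlaps HAND2 on the other strand, and the use of strand is not stated, so its value is uncertain. The log2 fold change of HAND2 was -2.02 (limma adjusted p = 0.00730). No explanation of this fall was tested.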
